A study of Homo sapiens with 2 samples.

How the data were processed

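ChIP-seq was done in H9 human embryonic stem cells with 1 ARID1A library (rabbit monoclonal antibody D2A8U) and 1 control library (rabbit monoclonal isotype IgG). Groups were taken from the antibody label of each sample, with 1 sample per group and no replicates. Per the labels' processing notes, the tools were Bowtie2 2.3.2, Picard 2.10.7 and MACS2 2.1.2, and the build was hg38. Read filters, read length and the treatment of duplicates are not given in the sources used here. The authors deposited a MACS2 narrow peak list of the ARID1A library against the IgG library, called with the fragment-size model at a q-value threshold of 0.01. The lowest deposited -log10 q was 2.01. The deposited fold of a peak is the ratio of the ARID1A pileup to the local IgG background at the summit, each raised by 1 read, after scaling to the same depth. The deposited −log10 p and −log10 q are a Poisson p-value for that comparison and its adjusted q-value. These values were used only to describe, rank and filter peaks within the list. Because peaks were called on a single library, a region without a peak is a region that did not pass the threshold at this depth.

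The whole pileup and the background at each summit were solved from the deposited fold and p-value, which left a difference in -log10 p of at most 0.000253 over all peaks. The fragment length (232 bp), the background floor (0.661 reads) and the worth of 1 scaled IgG read (0.703) were read from these values. Library sizes were then estimated with an assumed effective genome of 2.7 Gb, the caller's usual human setting, and they are estimates of that kind alone. On simulated peaks, the solution returned the true pileup in 100% of 5000 cases.

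Peaks were annotated with GENCODE 44 on hg38. Protein-coding genes of the autosomes and X were used (19962), with 1 TSS per gene at its 5 prime end. A gene had a promoter peak when a peak overlapped the 1 kb to either side of the TSS by at least 1 bp, and a peak was classed by its summit, in the order promoter, exon of a canonical transcript, intron, 10 kb upstream and intergenic. The fold given for a promoter is that of the overlapping peak with the highest fold, whose summit can lie outside the window. The 230 peaks on other sequences of the build (0.190%) stayed in the headline shares and were left out elsewhere. Shares have exact binomial (Clopper-Pearson) 95% intervals. GC content was taken over 500 bp. Random positions were drawn at 1 per 500 non-gap bases and weighted to the GC content of the peaks. On 100000 simulated positions placed by GC content alone, the ratio of observed to matched promoter share was 1.01. The simulated positions were drawn from the same random positions, so this checks the calculation alone. The expected number of peaks in a region was the sum, over its bases, of the autosomal peak rate at their GC content. CpG islands were stretches made of 200 bp windows with at least 50% GC and an observed to expected CpG ratio of at least 0.6. They were computed without masking, so repeats that met these criteria counted as islands.

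A total of 33 gene lists (developmental regulators, lineage markers, chromatin complexes, gene families and unrelated controls such as olfactory receptors, defensins and mature blood or liver genes) and 20 consensus motifs were written down before the data were examined, together with the alternatives. All listed symbols were found in the annotation. For each list, the share of members with a promoter peak was placed among 10000 random lists of the same size matched on deciles of GC content within 1 kb of the TSS, and the median number of linked summits was placed among 10000 lists matched on gene length. A list was said to stand apart when it lay outside the central 95% of its random lists. In simulations with 30 genes per list, 5% of 200 lists with no excess were called and 99% of 200 lists with most members hit. The percentile describes these libraries only. Random lists drew genes singly, whereas some lists hold clustered neighbours that can share peaks. For such lists the central 95% may be too narrow, and the simulations held no clusters. Motifs were searched on both strands within 100 bp of the summit and compared with windows 2 kb to either side. Each was a single consensus string, and no mismatch was allowed outside its ambiguous positions. In 3000 simulated windows, 100% of planted motifs were found.

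The genes named were the 10 regulators and ARID1A, up to 4 members of each described list with the highest fold and up to 2 without a promoter peak, the 10 peaks of largest fold with their nearest TSS, the 10 genes with the most linked summits, and the 10 with the most per kb among genes of 10 kb or more. Genes outside that rule are marked where they appear. Alternatives covered stricter q-values, the peaks at or above the median fold, the 10% of peaks with the highest fold, other promoter windows and overlap rules, other gene sets, other matching of random lists and other motif windows. Matching on CpG islands, on finer GC classes and on expected peaks, and leaving out X, were added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.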

Results

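The series held ARID1A chromatin immunoprecipitation sequencing (ChIP-seq) of H9 cells, an established human embryonic stem cell line. ARID1A, also called BAF250A, belongs to the BAF form of the SWI/SNF chromatin remodelers. There were 2 samples: 1 library precipitated with a rabbit monoclonal antibody against ARID1A and 1 library precipitated with a rabbit isotype control IgG. The deposited file was the list of regions in which the ARID1A library exceeded the IgG library, so the question that the data address is where on the genome ARID1A-associated DNA was enriched over IgG. With 1 library per group, no difference below has a replicate check, and no p-value across genes or peaks was computed. Fold enrichments and q-values of peaks are the authors' own, from the authors' deposited table. Intervals cover counting error only.

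The list held 120753 peaks on hg38, which together covered 51.7 Mb. Peaks were narrow, with a median width of 331 bp and a range from 232 to 7678 bp. The median fold over IgG was 5.77, and 90% of the peaks lay between 3.86 and 8.81. Only 2026 peaks (1.68%) reached a fold of 10. The number of ARID1A reads at each summit was solved from the deposited fold and p-value. The median summit held 11 overlapping ARID1A fragments over a local IgG background of 0.978, and 44.9% of the peaks rested on 10 or fewer. The background was below 1 read at 57.1% of the peaks. From the genome-wide background floor, the ARID1A library was estimated at 7.69 M reads and the IgG library at 10.9 M reads. Most values below are given over groups of peaks or genes because single peaks rested on so few reads.

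ARID1A peaks were concentrated at promoters, exons and CpG islands. Of the 120753 summits, 11693 (9.68%, 95% exact interval 9.52 to 9.85) lay within 1 kb of the transcription start site (TSS) of a protein-coding gene, and 86125 (71.3%, 71.1 to 71.6) lay between 10 kb upstream of a TSS and the end of the gene. On the autosomes and X, promoters took 9.70% of the summits and 1.253% of the non-gap genome, a 7.74-fold excess. Exons outside promoters took 12.2% of the summits against 2.24% of the genome. CpG islands, computed from the sequence without masking repeats, took 44.5% of the summits against 4.45% of the genome. The median GC content was 59.8% at summits inside these islands and 60.2% at summits outside them. Introns took 44.6% of the summits, close to their 41.7% of the genome, and intergenic sequence took 28.5% against 51.2%. The median distance from a summit to the nearest TSS was 23.7 kb, compared with 90.2 kb for random positions.

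The sequence around the summits was rich in G and C. The median GC content of the 500 bp around a summit was 60%, compared with 40% at random positions. Peak density rose from 3.92 per Mb where GC content was between 40% and 45% to 326 per Mb between 55% and 60% and 1017 per Mb between 65% and 70%. Between 30% and 35% GC, 505 Mb of genome held 5 peaks. Random positions with the same GC content as the peaks fell in promoters in 10.99% of cases, so that the observed promoter share was 0.883 times the GC-matched share. The corresponding ratio was 1.35 for exons, 1.02 for introns, 0.909 for intergenic sequence, 1.04 for gene-linked sequence and 1.48 for CpG islands. Around the TSS, the density of summits in the first 500 bp of the gene was 570 per Mb, near the 562 per Mb of GC-matched positions. In the 500 bp upstream of the TSS it was 234 per Mb, below the GC-matched 379 per Mb.

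**Figure D1:**
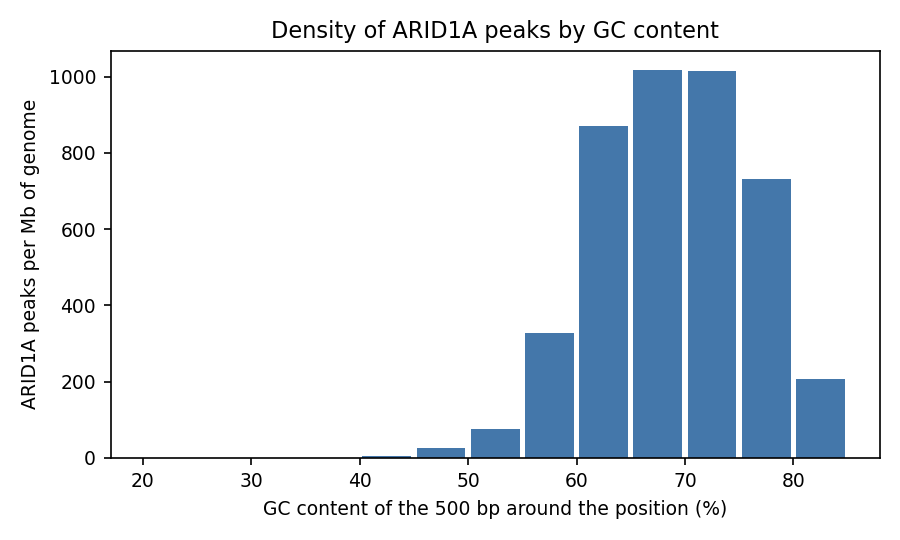
Peaks per Mb of genome (y axis) by the GC content of the 500 bp around the position in percent (x axis), for the 1 ARID1A peak list. Density climbs from 3.92 per Mb at 40% to 45% GC to 1017 per Mb at 65% to 70% and drops to 208 per Mb at 80% to 85%.

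**Figure D2:**
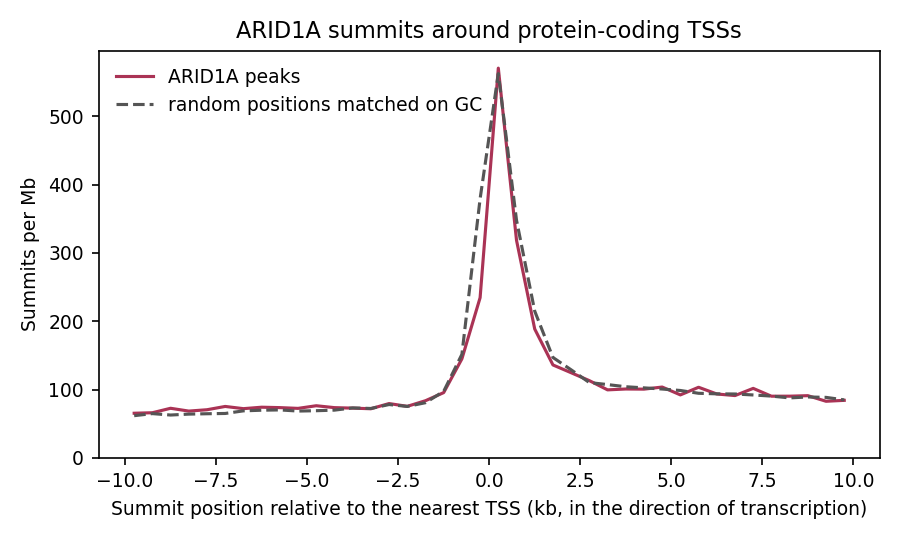
Summits per Mb (y axis) in steps of 500 bp along the 10 kb to either side of the nearest protein-coding TSS (x axis, in the direction of transcription). The solid line shows ARID1A summits and the dashed line random positions matched on GC content, and these lines meet downstream of the TSS (570 and 562 per Mb) and part just upstream of it (234 and 379 per Mb).

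A peak overlapped the promoter of 10677 of the 19962 protein-coding genes (53.5%, 95% exact interval 52.8 to 54.2). Genes whose TSS lay in a CpG island had a promoter peak in 66.4% of cases (8898 of 13399), and the other genes in 27.1% (1779 of 6563). The share rose with the GC content around the TSS, from 2.25% of the genes in the lowest decile to 53.2% in the fifth and 92.3% in the highest. At least 1 summit was linked to 16332 genes (81.8%).

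A set of 10 cardiac and neural regulators was fixed for inspection in advance, as were the gene lists below. Of these 10 genes, 8 had a promoter peak (80.0%, 95% exact interval 44.4 to 97.48), and all 10 had a linked summit. The median of GC-matched random lists was 60%, and the regulators stood at percentile 87.3 of those lists. Among the cardiac regulators, the promoter of TBX3 had a peak of 7.23-fold (chromosome 12, 114684489 to 114685059), GATA5 of 6.65-fold (chromosome 20, 62474912 to 62475895) and HAND2 of 6.49-fold (chromosome 4, 173529618 to 173529853). ISL1, a factor of second heart field progenitors, had a peak of 4.504-fold centred 354 bp upstream of its TSS. EOMES, a T-box factor of the primitive streak, had 4.18-fold, and GATA4 had 4.16-fold. Among the neural regulators, PAX6 had a peak of 6.47-fold (chromosome 11, 31817979 to 31818373) and SOX1 of 5.29-fold, which rested on 8 reads. FOXG1 and ZIC1 had no promoter peak but 3 and 6 linked summits. Only the 5 prime end of each annotated gene served as its TSS, so the absence does not cover other start sites. Around that TSS, FOXG1 had a GC content of 38.4%, and the linked span of ZIC1 was 127 kb. With the TSS of every transcript, 12050 protein-coding genes had a promoter peak, compared with 10677. ARID1A itself had no promoter peak and 9 linked summits.

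The transcription factors of early mesoderm had promoter peaks at 14 of 15 genes (93.3%), compared with a median of 73.3% for GC-matched random lists, which placed the list at percentile 98.9. The strongest were MESP2, a factor of somite formation, at 11.2-fold, TCF21 at 10.2-fold, and FOXC2 and TBXT (Brachyury), both at 8.09-fold. SNAI2 was the only member without a promoter peak. This list fell inside the central 95% of random lists under several alternatives, among them a summit inside the window (percentile 86.1), the 10% of peaks with the highest fold (94.85) and matching on the peaks that GC content predicts within 2.5 kb (97.1). Neural transcription factors had promoter peaks at 37 of 45 genes (82.2%, random median 68.9%, percentile 98.2). OTX2, a forebrain factor, and HES5, a Notch target of neural progenitors, both reached 10.8-fold, NKX2-1 reached 8.98-fold and EN2 reached 8.87-fold, while EMX2 had no promoter peak. With the promoter narrowed to 500 bp either side of the TSS, the neural list stood at percentile 77.4, and matched on the peaks that GC content predicts within 2.5 kb it stood at 62.1. Widened to 2500 bp either side, it stood at percentile 100 (95.6% against a random median of 75.6%). The random lists for that wider window were still matched on GC content within 1 kb. Cardiac transcription factors had promoter peaks at 19 of 24 genes (79.2%, random median 70.8%, percentile 91.3), led by GATA6 at 9.37-fold, TBX1 at 8.68-fold and NKX2-5 at 7.83-fold. With peaks of a -log10 q of 5 or more, this list stood at percentile 57.1. It stood at 36.7 with peaks at or above the median fold and at 31.5 with the 10% of peaks of highest fold. Among the cardiac factors, the first by alphabet without a promoter peak were as follows. HEY2 and HOPX had no promoter peak.

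Lists of genes that act later in the same lineages, and of endoderm regulators, lay inside the central 95% of GC-matched random lists when all peaks were used. Sarcomere, calcium handling and ion channel genes of cardiomyocytes had promoter peaks at 16 of 32 genes (50.0%, random median 53.1%, percentile 28.6), with TNNC1 (cardiac troponin C) highest at 9.20-fold and ACTN2 and CACNA1C without one. Cytoskeletal and surface genes of neurons had them at 14 of 25 (56.0%, percentile 13.1), with the neurofilament genes NEFM at 10.2-fold and NEFH at 9.81-fold. With the 10% of peaks of highest fold, this neuronal list stood at percentile 97.7. Neuronal genes known to carry the RE1 element of the repressor REST had promoter peaks at 14 of 28 genes (50.0%, percentile 11.6). These included SCN3B at 9.64-fold (summit 1218 bp downstream of the TSS) and RAB3A at 8.67-fold, whereas BDNF and CALB1 had none. Endoderm regulators had them at 14 of 18 genes (77.8%, percentile 69.8), among which HNF1A (13.5-fold) and HHEX (12.9-fold) had the highest promoter folds of the lists named in this paragraph. With the 10% of peaks of highest fold, the endoderm list stood above its random lists, at 38.9% against 11.1% (percentile 99.81).

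Genes of the pluripotent state had promoter peaks at 13 of 21 genes (61.9%, random median 57.1%, percentile 74.8). LIN28A, an RNA-binding regulator of let-7, had 8.34-fold, the DNA methyltransferase gene DNMT3B had 8.16-fold, and UTF1 had 7.71-fold. DPPA2 and DPPA4 had no promoter peak. Of the core pluripotency factors, which were chosen for mention after their values were seen, POU5F1 had a promoter peak of 5.42-fold and SOX2 of 4.86-fold, while NANOG had neither a promoter peak nor a linked summit. Subunits of the SWI/SNF complex had promoter peaks at 15 of 28 genes (53.6%, random median 64.3%, percentile 7.58), led by DPF1 at 7.83-fold and SS18L1 at 7.58-fold. When peaks with a -log10 q of 5 or more were used, the SWI/SNF list stood below its random lists, at percentile 1.01. Polycomb subunits had promoter peaks at 20 of 28 genes (71.4%, percentile 52.5), with CBX4 at 10.1-fold and SUZ12 at 7.83-fold.

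Of all 33 lists, 6 stood above the central 95% of GC-matched random lists and 1 stood below it. Besides the mesoderm and neural factors, the lists above were the clustered protocadherins (17 of 53 genes, 32.1%, random median 11.3%, percentile 100), the keratin-associated proteins of hair (39 of 94, 41.5%, random median 25.5%, percentile 100), the zinc finger genes (279 of 508, 54.9%, random median 50.2%, percentile 99.4) and the proteasome subunits (24 of 39, 61.5%, random median 46.2%, percentile 98.8). Without matching on GC content, the protocadherin and keratin-associated lists fell to percentiles 0.085 and 1.06, the proteasome subunits to 83.9 and the zinc finger genes to 74.7. Within 2500 bp of the TSS the proteasome subunits stood at 90.9, and with the 10% of peaks of highest fold at 71.2. Matched on CpG island bases, the protocadherins stood at percentile 0, the zinc finger genes at 0.34 and the proteasome subunits at 48.4. The list below was the olfactory receptors, with 18 of 415 genes (4.34%, random median 6.99%, percentile 0.815), which stood at percentile 48.1 when matched on the peaks that GC content predicts within 1 kb. In the homeobox, paired box, forkhead, T-box, SOX, NKX and LIM families, between 66.7% (PAX) and 85.7% (NKX) of the members had a promoter peak, with percentiles from 39.9 (PAX) to 92.4 (LIM). With peaks at or above the median fold, the HOX genes stood at percentile 99.95 (66.7% against 41.0%) and the NKX genes at 98.1 (78.6% against 50%). When all developmental transcription factor lists were pooled into 218 genes, 78.4% had a promoter peak (95% exact interval 72.4 to 83.7), against a random median of 71.1%, at percentile 99.7. The pooled excess was not detectable with a promoter of 500 bp either side, at 66.5% against 63.3% (percentile 87.2), nor when matched on the peaks that GC content predicts within 2.5 kb (percentile 86.3). Protocadherin, keratin-associated, olfactory receptor and HOX genes lie in clusters whose neighbours can share a peak, as OR1R1P and OR3A2 did. Random lists drew genes singly, so their central 95% may be too narrow for these lists and for the pool, which held the HOX genes.

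**Figure D3:**
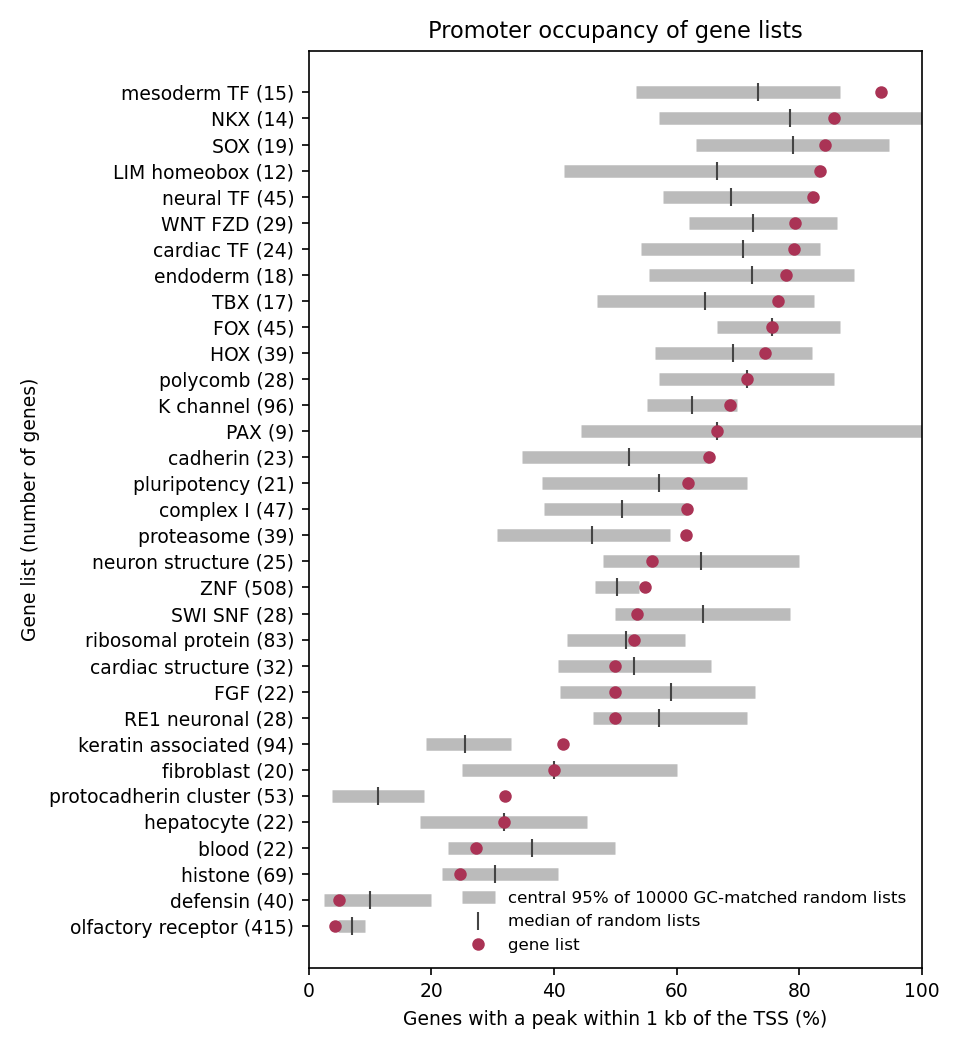
Percent of genes with a peak within 1 kb of the TSS (x axis) for each of the 33 gene lists (y axis, number of genes in brackets). Points are the lists, grey bars the central 95% of 10000 random lists matched on GC content around the TSS, and ticks their medians; the mesoderm factors (93.3%) lie to the right of their bar and the SWI/SNF subunits (53.6%) lie inside theirs.

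Counting every summit from 10 kb upstream to the end of the gene, the genes with the most summits were PTPRN2 (277), ENSG00000286192 (245), MAD1L1 (239), GSE1 (224) and PRDM16 (209), followed by RBFOX3, SORCS2, KCNQ1, CDH4 and SHANK2 with 183 to 150. ENSG00000286192 overlaps MAD1L1 on chromosome 7, so both counts include the same peaks. Relative to length, the densest genes of at least 10 kb were SAMD11, at 0.946 summits per kb, EXOC3L4 at 0.929 and MIDN at 0.923. From GC content and the autosomal peak rate alone, 257 summits were expected in PTPRN2, 197 in PRDM16 and 26.6 in SAMD11, where 277, 209 and 29 were observed. Across the 19103 autosomal genes, which are not independent replicates, observed and expected numbers of summits had a Spearman rho of 0.865.

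Against random lists matched on gene length, 10 lists had more linked summits and 3 had fewer. The median neural transcription factor held 5 summits (random median 2, percentile 99.98), the median cardiac transcription factor 5.5 (random median 2.5, percentile 99.7), and the median HOX gene 5 (random median 2). SWI/SNF subunits held a median of 7 summits (random median 3, percentile 99.7), with 23 at SS18L1 and 48 at SMARCA4, the gene of the ATPase BRG1, which was chosen for mention after its value was seen. Olfactory receptors, defensins and histone genes held a median of 0. With random lists matched instead on the number of summits expected from GC content, 2 lists remained above, the protocadherins (percentile 99.9) and the SWI/SNF subunits (percentile 98.98), and the neural, cardiac and HOX factors stood at percentiles 41.5, 87.6 and 74.7. Clustered protocadherin genes overlap and share their 3 prime ends, so the same summits were counted in several members of that list. The RE1-bearing neuronal genes were then the list below, with a median of 2.5 summits against 5 in random lists (percentile 0.505). Some of these genes lie on X, which held 0.210 times the peaks expected at the autosomal rate. The comparison of linked summits was not repeated without X, so its part in this percentile is not known.

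The peak of largest fold, at 27.44-fold with 65 reads, lay between genes on chromosome 7 (56370634 to 56370966), 254 kb from the nearest TSS, that of NUPR2. The next was intergenic on chromosome 4 (131750439 to 131750821, 18.8-fold), 1399 kb from PCDH10. A peak on chromosome 10 (125895683 to 125896324, 18.1-fold) lay in the promoter of DHX32, a helicase gene, 0.428 kb from its TSS. The others of the first 10 had folds between 17.4 and 15.4 and lay nearest to DIAPH3, GOLGA8G, SPRY2, ZNF329, CSPG5, KRTAP10-1 and ASB16. All 10 had a GC content of 60.4% or more.

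Recognition sequences of transcription factors were counted within 100 bp of the summits. The exact consensus of the composite OCT4-SOX2 element was found in 0 of the 120523 windows, which allows a share of up to 0.00306% for that string (95% exact interval). It was found in 3 flanking windows and in 0 of the GC-matched random windows described below. A string this rare cannot show whether variants of the element were present or scarce. The octamer was found in 0.162% of the windows, which was 0.156 times the frequency in windows 2 kb to either side. GATA elements stood at 0.199 times, TEAD elements at 0.392 times, SOX elements at 0.401 times and forkhead elements at 0.407 times the flanking frequency. MEF2 elements stood at 0.457 times and T-box elements at 0.535 times that frequency. GC-rich elements were more frequent than in the flanks, with ratios of 3.32 for NRF1, 3.14 for YY1, 2.1 for the SP/KLF GC box, 1.83 for ZIC and 1.65 for ETS. The exact consensus of the full RE1 element was found in 37 windows (0.0307%, 95% exact interval 0.0216 to 0.0423), at 2.0 times the flanking frequency, and looser matches were not counted. Its left and right parts, searched alone, stood at 0.941 and 3.06 times their flanking frequencies. The summit windows had a GC content of 63.1% and the flanks of 50.1%. Random windows matched on the GC content of 500 bp had a GC content of 59.95% in the searched part, so the match was incomplete and the ratios to them still carry a difference in GC content. Against these windows, the ratios fell to 0.569 for NRF1, 0.744 for YY1, 0.771 for the GC box, 0.814 for ETS and 0.860 for RE1, and ZIC stayed above at 1.17 (14.6% against 12.4% of windows). For YY1 and RE1 the intervals of summit and GC-matched windows overlapped, so no difference was detectable. The octamer and GATA elements stood at 0.430 and 0.383 times the frequency in these windows, and T-box elements at 0.761 times. MEF2 elements stood at 1.45 times that frequency, above these windows though below the flanks. Of the 220 summit windows with this element, 117 also held a segment of the Alu repeat consensus, against 31 of 152 matched windows. The ratio of 1.45 therefore does not show an excess of MEF2 sites apart from Alu sequence.

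By chromosome, the density of peaks ranged from 24.1 per Mb on chromosome 4 to 151 per Mb on chromosome 19 among the autosomes. These counts followed GC content, with observed numbers between 0.878 (chromosome 21) and 1.18 (chromosome 13) times those expected from it. Chromosome X held 762 peaks, or 4.92 per Mb against 43.4 per Mb on the autosomes, and 0.210 times the number expected from GC content. A promoter peak was found at 13.6% of the genes on X and 55.3% of the autosomal genes. The outer 5 Mb of the chromosome arms held 29.8% of the peaks and 6.97% of the genome, and GC-matched positions fell there in 27.8% of cases.

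**Figure D4:**
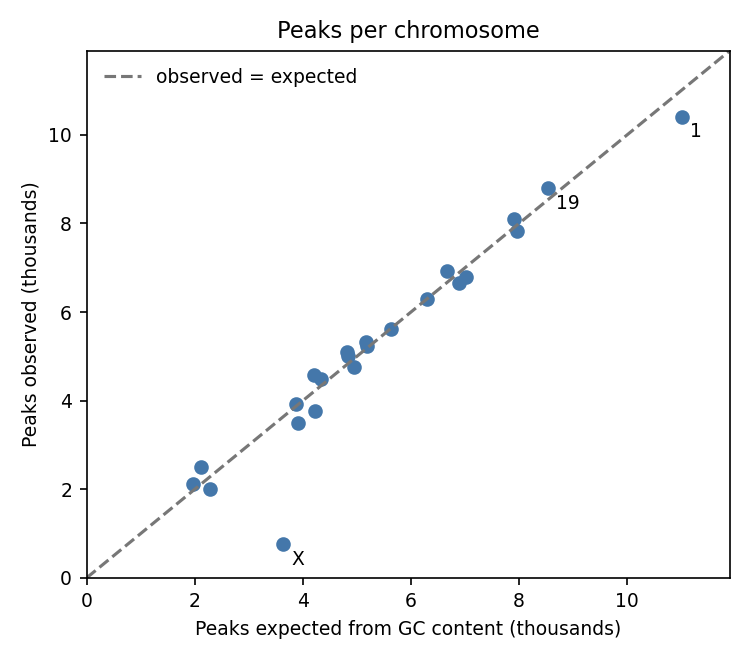
Peaks observed (y axis, in units of 1000) against peaks expected from GC content at the autosomal rate (x axis, in units of 1000), 1 point per chromosome, with the dashed line where both are equal. The autosomes lie between 0.878 and 1.18 times the expectation and X lies at 0.210 times.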

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

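Alternatives that matched lists on CpG island bases, on expected peaks or on finer GC classes, or left out X, were chosen after the data were seen. Of 659 alternative values, 510 counted as the same. For lists this meant staying above, below or inside the central 95% of random lists, and for motifs the same reading of the intervals. For shares it meant a value within the main interval, and for counts a value within 1.5 times the main count. A list inside the central 95% counted as the same even when its direction changed. The pluripotency list, for example, moved from percentile 74.75 to 26.4 within 500 bp. For the values given here that did not count as the same, the cause was not tested beyond what each setting removes. The median summit held 11 reads, and no alternative varied the depth, so what more reads would add was not tested. At a -log10 q of 10 or more, 13008 peaks and 1724 genes with a promoter peak were left, with a promoter share of 10.9% and a gene-linked share of 72.8%. Peaks at or above the median fold numbered 60551, with 6484 genes (promoter share 9.92%), and the 10% with the highest fold numbered 12166 with 1620 genes (promoter share 10.96%, gene-linked share 71.7%). At a -log10 q of 5 or more the promoter and gene-linked shares were 9.94% and 71.6%. The promoter share was 10.7% when any overlap counted, 6.22% within 500 bp, 14.8% within 2500 bp and 15.7% with all annotated genes. The gene-linked share was 69% with 5 kb upstream, 64.3% for the gene body alone and 84.0% with all annotated genes. The mesoderm factors fell to percentile 96.3 at or above the median fold, 94.85 in the highest 10%, 97.47 at a -log10 q of 5, 93.3 within 500 bp, 96.1 within 2500 bp, 86.1 with the summit inside and 97.1 when matched on expected peaks within 2.5 kb. The neural factors fell to 92.0, 69.01, 81.7 and 77.4 under the first 4 of these settings, to 91.6 with the summit inside, to 87.0 matched on CpG islands, to 96.2 and 62.1 matched on expected peaks within 1 kb and 2.5 kb, and to 96.4 on autosomes alone. The pooled regulators fell to 87.2 within 500 bp, 95.6 with the summit inside and 86.3 matched on expected peaks within 2.5 kb. Without matching, the cardiac factors rose to percentile 99.4 and the forkhead genes to 99.8, endoderm, HOX, LIM, SOX, NKX, WNT and potassium channel genes rose to between 97.99 and 99.89, hepatocyte, blood, histone and defensin genes fell to between 2.1 and 0, the protocadherins fell to 0.085, and the keratin-associated genes fell to 1.06 (promoters) and 0.05 (linked summits). The SWI/SNF list fell to 1.01 at a -log10 q of 5 and 2.19 in the highest 10%, where neuron structure genes rose to 97.7, endoderm regulators to 99.81 and NKX genes to 98.2. At or above the median fold, HOX genes rose to 99.95 and NKX genes to 98.1, and fibroblast genes fell to 2.38. HOX genes also rose to 98.83 at a -log10 q of 5. Blood genes fell to 1.53 within 500 bp and 2.29 with the summit inside. Within 2500 bp, cadherins rose to 98.5 and complex I genes to 98.6, and histone genes fell to 0.795 and defensins to 0.45. Complex I genes rose to 97.7 matched on GC and length and 98.12 on autosomes alone, cadherins to 97.9 with finer GC classes and 98.6 with expected peaks within 1 kb, and WNT and potassium channel genes to 98.2 and 99.98 with CpG islands, where histone genes fell to 0. Matched on CpG islands, the protocadherins fell to percentile 0, the ribosomal proteins to 0.31, the zinc fingers to 0.34 and the proteasome to 48.4, and the protocadherins also fell to 0 when matched on expected peaks within 2.5 kb. The proteasome also fell to 83.9 without matching, 90.9 within 2500 bp, 74.0 at a -log10 q of 5, 93.4 at or above the median fold, 71.2 in the highest 10% and 96.2 with expected peaks within 1 kb, and the zinc fingers to 74.7 without matching and 96.4 with expected peaks within 1 kb. Olfactory receptors rose to between 3.54 and 48.1 under 7 alternatives. The number of lists above changed from 6 to 11 without matching and to 3 with expected peaks within 2.5 kb. The number below changed from 1 to 7 without matching, 5 with CpG islands, 2 within 500 bp, 3 within 2500 bp, and 0 with GC and gene length or with expected peaks within 1 kb. For linked summits, the number above changed from 10 to 2 with expected summits, and the number below from 3 to 6 without matching, 0 with length and GC, and 1 with expected summits, where neural, paired box and NKX factors stood at percentiles 41.5, 47.2 and 48.4, and cardiac, endoderm, polycomb, HOX and LIM genes at 87.6, 68.2, 95.07, 74.7 and 91.3. Matched on length and GC, cardiac, endoderm, polycomb and NKX genes stood at 89.05, 88.7, 83.6 and 87.2. Motif ratios against GC-matched windows, whose searched part had 59.95% GC against 63.1% at the summits, were 0.860 for RE1 and 0.774 and 1.10 for its left and right parts. They were 1.45 for MEF2 (0.457 against the flanks, with the excess at Alu repeats as given below), 0.703 for CTCF, 0.814 for ETS, 0.569 for NRF1, 0.771 for the GC box, 0.744 for YY1 and 0.896 for the neurogenic E-box. Intervals overlapped for RE1, its right part and YY1. Within 50 bp, RE1 stood at 2.77 and the E-box at 1.03 with overlapping intervals, and in the highest 10% ETS stood at 1.01 and the E-box at 0.994. The composite OCT4-SOX2 element had too few windows to give a ratio under any alternative. No paired analysis was possible because each group had 1 library, and no replicate could be left out.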

Other observations

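Promoter peaks were also found at genes of mature cell types, with shares that lay inside the central 95% of GC-matched random lists when all peaks and the 1 kb window were used. Of 22 hepatocyte genes, 7 had a promoter peak (31.8%, equal to the random median), led by F2 (prothrombin) at 8.57-fold, while ALB had none. Of 22 mature blood genes, 6 had one (27.3%, random median 36.4%), and CD14, a monocyte surface receptor, reached 9.45-fold (summit 1499 bp downstream of the TSS). Within 500 bp of the TSS the blood list stood below its random lists, at 13.6% against 31.8% (percentile 1.53), as it did with the summit inside the window (percentile 2.29). Fibroblast genes had 8 of 20 (40%, random median 40%), with VIM at 7.01-fold (summit 1299 bp downstream of the TSS) and COL3A1 without a peak. The fibroblast list stood at percentile 2.38 with peaks at or above the median fold. WNT ligands and frizzled receptors had 23 of 29 (79.3%, percentile 79.5), led by FZD9 at 9.61-fold (summit 1910 bp downstream of the TSS). FGF genes had 11 of 22 (50.0%, percentile 14.2), with FGF4, which pluripotent cells express, at 11.3-fold. Potassium channel genes had 66 of 96 (68.8%, percentile 94.4), cadherins 15 of 23 (65.2%, percentile 97.1), complex I genes 29 of 47 (61.7%, percentile 96.3), ribosomal protein genes 44 of 83 (53.0%, percentile 64.4), histone genes 17 of 69 (24.6%, percentile 11.3) and defensins 2 of 40 (5%, percentile 8.91). By family, the promoter shares were 74.4% for HOX, 84.2% for SOX, 75.6% for FOX, 76.5% for TBX and 83.3% for LIM homeobox genes.

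Some genes departed from the number of summits that GC content predicts. Among 2490 autosomal genes with at least 10 expected summits, the median ratio of observed to expected was 1.00, and the central 90% ran from 0.565 to 1.51. The following genes were picked after their values were seen. CYFIP1 had 36 summits against 14.1 expected, NSD2, a histone methyltransferase gene, had 23 against 10.1, TRRAP, a scaffold of histone acetyltransferases, had 29 against 13.5, and AGO2 had 47 against 24.0. Summed over lists, the ratio was 1.45 for clustered protocadherins, whose genes share summits, 1.253 for SWI/SNF subunits, 1.21 for keratin-associated genes, 1.16 for proteasome subunits and 1.11 for polycomb subunits, and it was 0.763 for RE1-bearing neuronal genes and 0.596 for mature blood genes, whose median number of summits stood at percentile 26.7 of lists matched on expected summits. Expected numbers in these sums used the autosomal peak rate for genes on X as well, some of which belong to the RE1-bearing list. Of the 2490 genes with at least 10 expected summits, 14 had none, among them RASA4, NPIPA8 and CBS. In these a median of 96% of sampled 31-base words stood more than once in hg38 (range 20% to 100%), compared with a median of 10% in the other genes.

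Peaks in sequence of lower GC content often lay at Alu repeats. A 14-base core of the Alu consensus stood within 250 bp of 60.4% of the summits at 40% to 45% GC (95% exact interval 58.4 to 62.3) and 62.8% of those at 45% to 50% GC, compared with 16.7% and 23.3% of GC-matched random windows. Over all peaks the shares were 14.4% and 6.65%. A second segment of the Alu consensus was present in 117 of the 220 summit windows with a MEF2 element, against 31 of 152 windows with that element among those matched on the GC content of 500 bp. That segment ends in the MEF2 consensus without its last base, so both searches can match the same bases. Outside windows with this segment, the MEF2 element was no more frequent at summits than in matched windows. The Alu searches and the counts of repeated words were chosen after the peaks had been seen, as were matching on CpG islands and on the peaks that GC content predicts. The bounds of the tests on X were written when its peak density, its GC content and the median reads of its peaks had been seen.

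The promoter share of the peaks exceeded the genome share 7.74-fold, and GC content alone may account for it. GC-matched random positions fell in promoters slightly more often than the peaks, with a ratio of observed to matched share of 0.883. The excess was not confined to weak peaks, because the promoter share of the 10% of peaks with the highest fold was 1.13 times that of all peaks. Fold itself differed with GC content, with a median of 5.51 at 55% to 60% GC and 6.24 at 65% to 70%. The strongest peaks were not compared with GC-matched positions of their own, so that ratio cannot separate peak strength from GC content. Whether the preference for GC-rich DNA belongs to ARID1A-associated chromatin or to the preparation and amplification of the libraries stays open, since peaks were selected for ARID1A reads over IgG and the list therefore cannot show the GC preference of either library outside them. No biological explanation was tested, since the design has a single cell state.

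The pooled developmental regulators exceeded random lists at promoters within 1 kb, although not within 500 bp (percentile 87.2) or with the summit inside the window (95.6). For the 1 kb rule, GC content within 1 kb of the TSS is argued against as the whole cause. So is the extent of CpG islands, though only as computed here, without masking repeats. The regulators stayed at percentiles 99.69 and 99.885 of lists matched on GC content and on these islands. Random lists did not mimic the clustering of the HOX genes in this pool, so these percentiles may be too extreme. Matched on the peaks that GC content predicts within 2.5 kb of the TSS, the regulators stood at percentile 86.3, a share of 78.4% against a random median of 75.7%, so the GC-rich surroundings of these genes are a candidate explanation. That rests on the wider window, since matching on predicted peaks within 1 kb left them at percentile 99.35 and matching on finer GC classes at 99.695. Since the excess depends on the promoter rule and on the matching window, a recruitment of ARID1A to these genes beyond GC content is neither shown nor excluded.

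Chromosome X held few peaks. GC content is argued against as the cause, because X had 0.210 times the peaks expected from it. Fewer ARID1A reads per site on X could also leave few peaks past the threshold: at equal background, X peaks had 0.859 times the reads of autosomal peaks, and 96.3% of the autosomal peaks would still pass after scaling to that ratio, compared with an X density of 11.3% of the autosomal one. That share passed the bound written against this explanation before the share was computed, but the bound was set aside once the share was seen. Sites on X below the threshold are absent from the list, and the fewest reads were 5 on X and on the autosomes at the lowest background, so it cannot be told apart from other causes. The median background at X peaks was also lower, at 0.703 reads against medians from 0.815 to 1.14 on single autosomes. What this lower background reflects was not tested.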
